A study of Homo sapiens with 12 samples. Its data were reported in "Altered chromatin landscape and enhancer engagement underlie transcriptional dysregulation in MED12 mutant uterine leiomyomas" (2020).

How the data were processed

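Acetylation of histone H3 at lysine 27 (H3K27Ac), a chromatin mark of active promoters and enhancers, was measured by chromatin immunoprecipitation sequencing (ChIP-seq) in primary human uterine smooth muscle cells (HUtSMCs). The cells had been electroporated with Cas9 and guide RNAs against the AP-1 subunit genes JUN, JUNB, JUND, FOS and FOSB, or with non-silencing control guides. Per the labels, the 12 samples were 3 AP-1 depleted and 3 negative control ChIP samples, each with an input sample of the same number. Groups and replicate numbers were taken from the labels alone. The inputs came without files of their own and entered only through the peak calls.

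Reads had been trimmed with cutadapt and aligned to GRCh38 with bowtie, and peaks had been called by the authors for each ChIP sample with HOMER in its histone style. Per the file headers, each of the 6 peak lists gives start and end positions (unit: other, in bp), called from windows of 500 bp with at most 1 tag counted per bp, a 4-fold excess over the input and a p-value over the input of 0.0001. AP-1 depleted replicate 2 was the single list whose header stated that the input was scaled to the ChIP sample. The lists carry no peak score. The authors had then compared the groups with DiffBind over a consensus of the lists. The deposited table holds, per consensus region, the log2 mean signal of each group, their log2 fold change, and a p-value with its false discovery rate (FDR) as the authors computed them. The scaling of reads, any subtraction of input and the test were not stated, and the table has no value per sample.

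The table was checked against the lists before use. Its 60770 regions included 60762 on chromosomes 1 to 22 and X, with none past the end of a GRCh38 chromosome. Of 60772 merged regions with a peak in at least 2 lists, 60767 had the same start and end in the table. The fold change column equalled the difference of the group columns within 0.01, and the FDR column equalled a Benjamini-Hochberg adjustment of the p-value column within 0.00209. Coordinates are given 1-based on GRCh38.

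Calls of differential acetylation followed the authors' stated thresholds, an FDR below 0.05 and a change over 2-fold, which is an absolute log2 fold change over 1 in the deposited table. No test of differential signal was run here, because counts per sample were not among the files. Depth was read from the peak list headers as total tags per sample. Peak number and covered length were compared between groups by exact two-sided permutation tests, for which 3 samples against 3 cannot give a p-value below 0.1. Similarity of peak lists was the Jaccard index, the shared bp divided by all bp covered, and its within-group excess was tested one-sided over the 10 splits of the 6 lists. Group-consistent regions were merged union regions with a peak in all 3 lists of one group and none of the other.

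Regions were assigned by their centre to promoter (-1000 to +100 bp of a transcription start site in GENCODE release 44), exon, intron or intergenic sequence, and called regions were compared with all other regions by a chi-square test and by Fisher's exact test. The AP-1 site was TGASTCA (S is C or G) on either strand. Its presence in gained and lost regions was compared by Fisher's exact test with 5 other regions per called region, drawn from the same cell of 10 width bins by 10 GC bins. TGACTCA was also ranked among all 8192 strand-collapsed 7-mers by the same odds ratio. Intervals are 95% intervals, by Woolf's method for odds ratios, Wilson's for shares and exact Poisson for site densities. For the Mantel-Haenszel odds ratios described below, they come instead from the standard error of the pooled log odds ratio. They cover counting error over regions, which are not replicates. The 7-mer steps were tested on simulated data: a planted 7-mer ranked 1 of 8192 in 12000 regions, with an odds ratio of 2.90 for an expected 2.77. Where 1800 simulated regions were made wider with no site planted, the odds ratio was 1.27 without matching, 1.09 with matching and 1.02 with a Mantel-Haenszel odds ratio over 20 width bins by 10 GC bins. The interval of the matched value included 1, so this simulation could not establish whether matching left a bias by width. Real lost and gained regions were instead slightly narrower, with median widths of 1925 and 1931.5 bp compared with 1997 bp in other regions. The Mantel-Haenszel estimate was used beside the matched one and in the tests of explanations. Those tests had first been run with matched regions, of which some sets found too few. Values by both methods are given for part of these tests, and the others are given by Mantel-Haenszel alone.

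The designs, the thresholds, most alternatives and the rule for named regions were set before the data were examined. The rule named the promoters of the 5 targeted genes, the 5 gained and 5 lost regions with the largest absolute fold change, and 9 genes that the study singles out. Alternatives varied the FDR and fold thresholds, the signal of regions, chromosomes, promoter definition, annotated transcripts, motif, window, matching, overlap, merging, peak width and pairing by replicate number, and left out each replicate in turn. Chosen after seeing the data were a background of random sequence outside peaks matched on width and GC, the ranking of 7-mers present in at least 5% of regions, the Mantel-Haenszel estimate, and the comparison of site density at the centre and flank of regions. Alternatives that need values per sample were not run. The 8 regions on other sequences, none of them called, were left out of the location and sequence comparisons. Gene expression data of the study were not analysed here. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1.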

Results

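H3K27Ac ChIP-seq profiles were available for 3 AP-1 depleted and 3 negative control samples of HUtSMCs. The AP-1 depleted samples held 30.8, 29.3 and 34.4 M tags for replicates 1, 2 and 3, and the negative control samples held 32.6, 30.5 and 29.3 M tags. Mean depth was 31.5 ± 2.64 M tags in AP-1 depleted and 30.8 ± 1.67 M tags in negative control samples (SD, n = 3 each, exact two-sided permutation p = 0.7). The share of tags inside peaks was 61.8 ± 2.35% and 61.9 ± 3.61%, respectively (SD, n = 3 each, exact two-sided permutation p = 1).

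To ask whether AP-1 depletion changed the extent of H3K27 acetylation, peak lists were first compared as a whole. AP-1 depleted samples had 55099 ± 1048 peaks and negative control samples had 55437 ± 2122 peaks (SD, n = 3 each, exact two-sided permutation p = 1). The difference of -338 peaks was smaller than the spread between replicates, and it became 680.5 peaks in the other direction without negative control replicate 2. Peaks covered 120 ± 2.95 Mb in AP-1 depleted and 119 ± 7.14 Mb in negative control samples (SD, n = 3 each, exact two-sided permutation p = 1). This difference of 1.01 Mb also lay within the spread between replicates, and it fell to -0.647 Mb without AP-1 depleted replicate 2 and to -2.67 Mb without negative control replicate 1. Neither peak number nor covered length differed detectably between the groups.

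Similarity of peak locations was compared within and between groups. The mean Jaccard index was 0.687 over the 6 within-group pairs and 0.664 over the 9 between-group pairs, a difference of 0.0228 that was the largest of the 10 possible splits (exact one-sided permutation p = 0.1, the smallest that 3 against 3 allows). The difference ranged from 0.00303 without AP-1 depleted replicate 2 to 0.0468 without negative control replicate 2, and leaving out any 1 of the AP-1 depleted lists gave exact permutation p-values of 0.4 to 0.5. Leaving out any 1 of the negative control lists kept the exact permutation p-value at 0.1. The AP-1 depleted lists shared a mean index of 0.717, and the 3 negative control lists shared a mean of 0.656, below the between-group mean. Negative control replicates 2 and 3 had an index of 0.708, above that of each between-group pair (0.602 to 0.703). Negative control replicate 1 had low indices with all other lists, 0.628 and 0.632 with the other negative control lists and 0.602 to 0.620 with the AP-1 depleted lists. Without that library, the between-group mean was 0.691, with a range of 0.671 to 0.703, and the within-group excess was 0.0241.

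**Figure D1:**
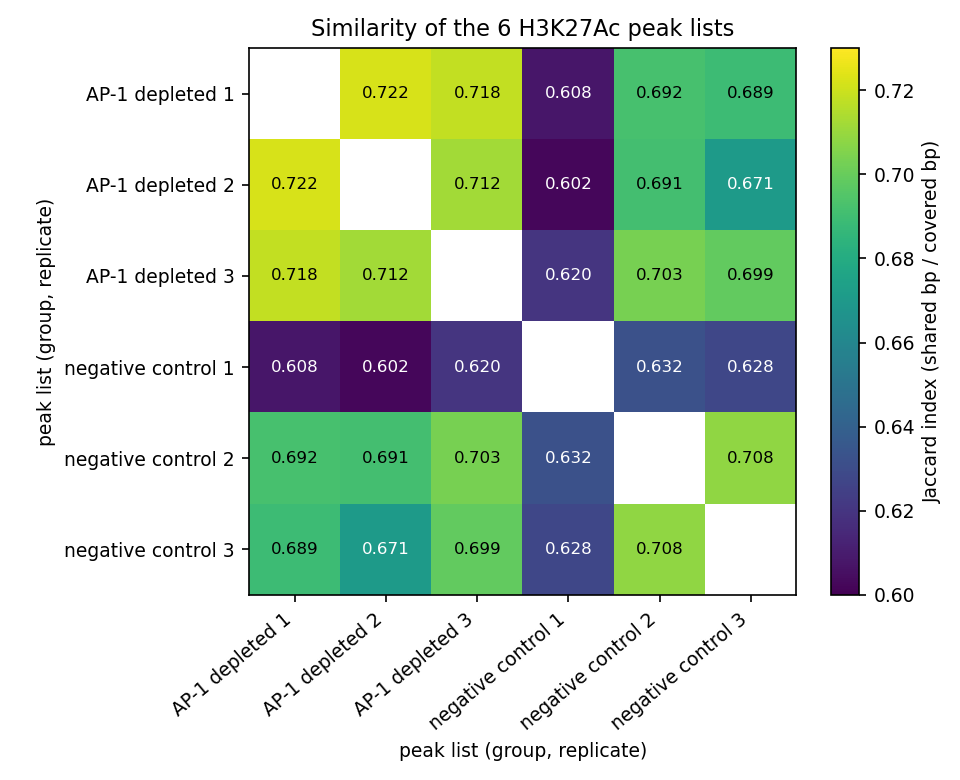
Jaccard index (shared bp divided by covered bp) for each pair of the 6 H3K27Ac peak lists, labelled by group and replicate. Negative control replicate 1 has the lowest indices, 0.602 to 0.632, and the AP-1 depleted lists have a mean of 0.717 among themselves.

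Merging the 6 lists gave 78940 regions, of which 31844 (40.3%) had a peak in all 6 lists. A peak in all 3 AP-1 depleted lists and in no negative control list was found at 694 regions, and the reverse at 581 regions. Their sum of 1275 compared with 505 to 697 regions for the other 9 splits of the lists, so that 1 of 10 splits gave as many, a share that cannot fall below 0.1 in this design. Limiting each list to peaks wider than its median moved this sum most among the settings with all 6 lists, to 765.

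Differential acetylation between the groups was then taken from the DiffBind comparison. In the authors' deposited table, 3727 of 60770 regions (6.13%) had an FDR below 0.05 and an absolute log2 fold change over 1, with 1820 regions gained and 1907 lost in AP-1 depleted cells. Gained regions were 48.8% of the called regions in the authors' deposited table. The median log2 fold change in the authors' deposited table was 1.84 for gained, -1.64 for lost and -0.05 for all regions. Limiting the authors' deposited table to regions with a mean signal above the median moved the count most, to 1132 of 30302 regions, and a log2 threshold of 2 left 1408 regions, 55.5% of them gained.

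Peak calls per sample showed in how many replicates these changes appeared, although they came from the same libraries as the comparison and were not independent of it. Of the gained regions, 77.0% (95% interval 75 to 78.9%) had a peak in more AP-1 depleted than negative control lists, and 11 went the other way. Of the lost regions, 66.4% (95% interval 64.2 to 68.5%) had a peak in more negative control lists, and 27 went the other way. For both directions together the share was 71.6%, against 92.6% when a peak had to cover at least 50% of the region. A peak was present at 89.3 ± 7.71% of gained regions in AP-1 depleted and 39.5 ± 8.82% in negative control lists (SD, n = 3 each, exact two-sided permutation p = 0.1). Lost regions had a peak in 47.1 ± 5.17% of cases in AP-1 depleted and 88.4 ± 5.03% in negative control lists (SD, n = 3 each, exact two-sided permutation p = 0.1). Both differences exceeded the spread between replicates, with no overlap between groups, at the smallest p-value that 3 against 3 allows.

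**Figure D2:**
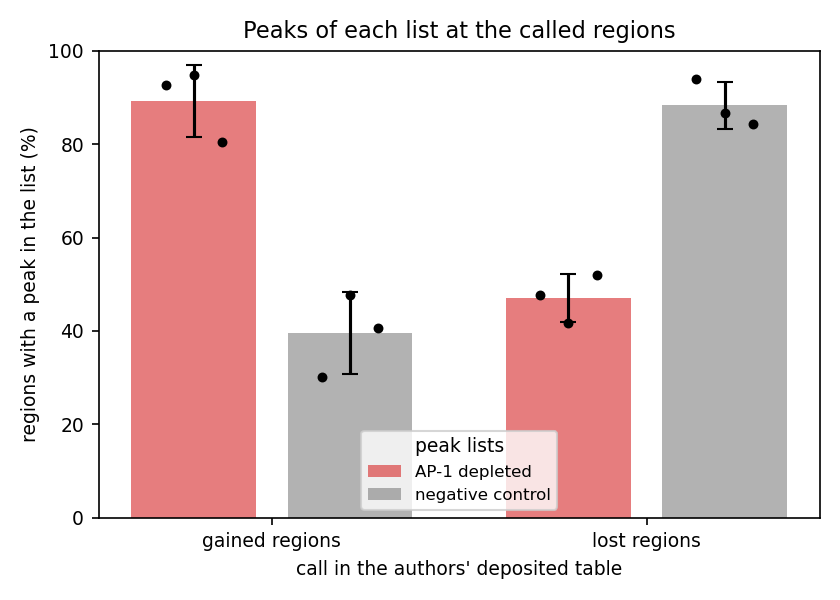
Percent of gained and lost regions with a peak in each list (points, 1 per replicate), with the mean (bars) and SD (error bars) of 3 AP-1 depleted and 3 negative control lists. Gained regions had a peak in 89.3% against 39.5% and lost regions in 47.1% against 88.4% of cases.

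The targeted genes were examined at their promoters, although editing of a gene need not alter acetylation at its promoter. None of the 5 promoter regions was called, and each had a peak in all 6 lists. At JUN (1:58779402-58787347), the authors' deposited table gave a log2 fold change of -0.82 with an FDR of 0.287. The corresponding values in the authors' deposited table were -0.21 (FDR 0.41) for JUNB (19:12781731-12795255), -0.10 (FDR 0.894) for JUND (19:18278378-18283852), 0.00 (FDR 0.995) for FOS (14:75276453-75279789) and -0.93 (FDR 0.407) for FOSB (19:45468092-45473621). Outside the promoter, JUN had the nearest start site to 2 gained regions, at 1:58768071-58770738 (log2 fold change 2.43, FDR 0.000241) and 1:58772163-58774866 (log2 fold change 1.55, FDR 0.00207) in the authors' deposited table. The protein and transcript levels of the targeted genes were not analysed here, so that depletion itself could not be checked from these files. The paper checked editing by sequence trace decomposition and describes the depletion of JUN family genes as incomplete.

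The largest gain in the authors' deposited table was at the EIF4A1 promoter (17:7571921-7575256), with a log2 fold change of 9.16 and an FDR of 4.83e-21, but all 3 negative control lists also had a peak there. This region had the lowest negative control value of the authors' deposited table, -0.09 on the log2 scale, so that its fold change is set by that floor. The next gains in the authors' deposited table also had negative control values at this floor, with log2 fold changes of 8.27 at the PCDH10 promoter (4:133146259-133153798), 7.93 near OR56B4 (11:6093111-6097817), 7.14 in an intron of CMKLR1 (12:108332240-108334931) and 7.06 in the intergenic region nearest to PPP1R3A (7:113795447-113798486). No negative control list had a peak at these other regions. The largest losses in the authors' deposited table were -6.93 in an intron of INO80 (15:41013109-41015397), -6.73 in an intron of MACC1 (7:20163690-20166429), -6.67 near ANXA5 (4:121717246-121718809), -6.42 in an exon of an unnamed gene (12:76586713-76592326) and -6.32 in an intron of SLC2A5 (1:9084370-9087164). No AP-1 depleted list had a peak at any of these lost regions, and the first 3 lay at the AP-1 depleted floor of -0.12 in the authors' deposited table. Fold changes at a floor depend on how that floor was set and are not sizes of change.

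Among the 9 genes singled out by the study, COL6A3 had 5 lost and no gained regions in the authors' deposited table. The lost COL6A3 region with the largest change was at 2:237341472-237342907, with a log2 fold change of -2.85 and an FDR of 0.00367 in the authors' deposited table. Of the 7 COL6A3 regions that reached a promoter window of any annotated transcript, 4 were lost. Their log2 fold changes ran from -2.85 to -1.36 in the authors' deposited table. The other 3 changed by -0.86 to -0.43 and were not called. Among these was the region over the start of the gene (2:237396443-237415650), which had the highest signal and changed by -0.43. The lost regions lay within the gene, away from that start. The largest loss was at low signal, with log2 values of 4.96 in negative control and 2.12 in AP-1 depleted cells in the authors' deposited table. COL12A1 had 1 lost region (6:75181669-75184476; log2 fold change -1.35, FDR 0.00101), and ADAM19 had 1 gained region (5:157589670-157595885; log2 fold change 1.20, FDR 0.00302) in the authors' deposited table. ETS2 had 1 gained region (21:38809150-38812417) with a log2 fold change of 1.19 and an FDR of 0.0298 in the authors' deposited table. No region of FN1, EFEMP1, SNAI2, CTHRC1 or H19 was called. For FN1, SNAI2 and CTHRC1 promoter regions, log2 fold changes in the authors' deposited table lay between -0.72 and 0.03, while EFEMP1 and H19 had no region at a promoter.

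To determine where acetylation changed, regions were classified by annotation. Called regions were in promoters in 8.99%, exons in 5.21%, introns in 57.8% and intergenic sequence in 28.0% of cases, compared with 17.5, 6.45, 55.7 and 20.4% of the other 57035 regions (chi-square 258, df = 3, p = 1.02e-55). The odds ratio of an intergenic location was 1.52 (95% interval 1.41 to 1.64; Fisher's exact p = 5.96e-27). It was 1.72 (95% interval 1.55 to 1.90) for gained and 1.35 (95% interval 1.21 to 1.49) for lost regions, and the difference between them was not tested. Counting protein-coding genes alone moved the overall odds ratio most, to 1.71. These tests describe regions of one comparison without adjustment for signal, and regions are not replicates.

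**Figure D3:**
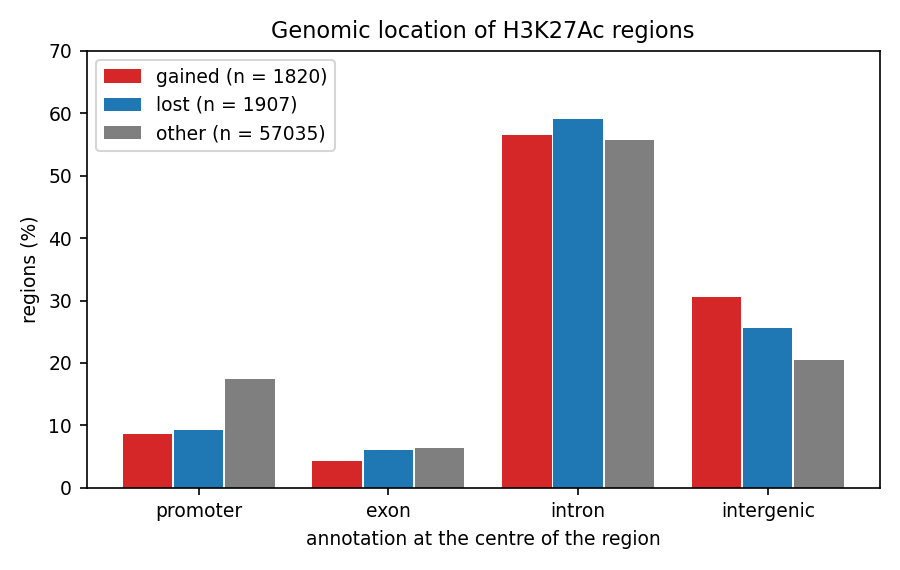
Percent of gained, lost and other H3K27Ac regions (bars) in promoters, exons, introns and intergenic sequence, by the centre of the region. Promoters make up 8.68% of gained, 9.28% of lost and 17.5% of other regions.

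The next comparison addressed whether AP-1 sites lie in the differentially acetylated regions. Among lost regions, 44.9% held TGASTCA, compared with 50.5% of width- and GC-matched other regions (odds ratio 0.800, 95% interval 0.725 to 0.883; Fisher's exact p = 9.98e-06). Among gained regions the share was 51.9%, compared with 48.9% of matched regions (odds ratio 1.13, 95% interval 1.02 to 1.25; Fisher's exact p = 0.0208). The gained excess was 1.08 with p-values by Fisher's exact test of 0.194 in the central 500 bp and 0.147 outside promoters. Both directions together gave an odds ratio of 0.955 (95% interval 0.891 to 1.03; Fisher's exact p = 0.209), and outside promoters it was 0.897 (Fisher's exact p = 0.00399). The choice of background moved these values most. Against random sequence outside peaks with the same width and GC content, 48.3% of called regions compared with 27.6% of random windows, an odds ratio of 2.45 (95% interval 2.23 to 2.70). Against the same kind of background the odds ratio was 2.96 for gained and 2.20 for lost regions, a reversal of direction for lost regions.

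**Figure D4:**
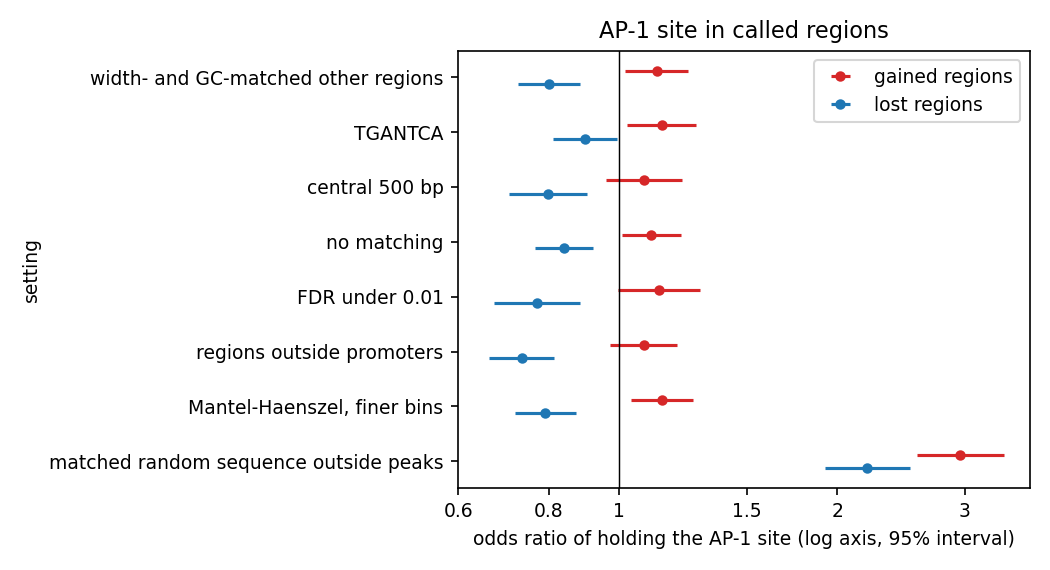
Odds ratio (log axis) of holding an AP-1 site for gained and lost regions under each setting, with 95% intervals as lines and 1 as the level of no difference. Lost regions lie below 1 against other H3K27Ac regions, and both sets lie above 1, at 2.20 and 2.96, against random sequence outside peaks.

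Among all 8192 7-mers, TGACTCA ranked 7011 by odds ratio in lost and 476 in gained regions, with bootstrap SDs of 379 and 730 ranks. In gained regions the rank was 2108 in the central 500 bp. The leading 7-mers among those in at least 5% of regions were TGTGCAA (odds ratio 1.34) in lost and GCTGGCA (odds ratio 1.39) in gained regions. AP-1 sites were concentrated at region centres in every set, in a comparison chosen after the data were seen. Within 100 bp of the centre there were 0.448 sites per kb (95% interval 0.384 to 0.521) in lost, 0.580 (95% interval 0.504 to 0.663) in gained and 0.528 (95% interval 0.514 to 0.541) in other regions. At 1500 to 2000 bp from the centre the densities were 0.167, 0.171 and 0.164 sites per kb, respectively.

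**Figure D5:**
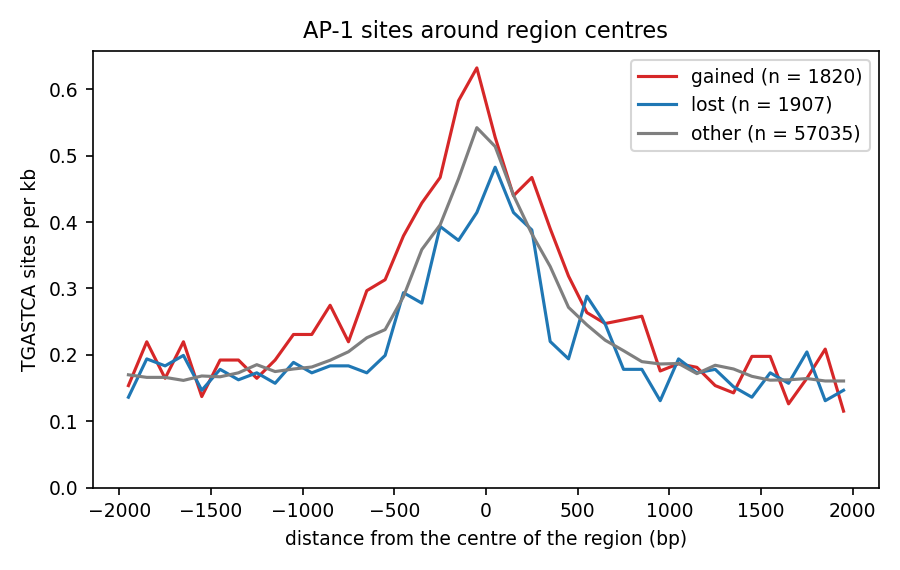
TGASTCA sites per kb (lines, in bins of 100 bp) by distance in bp from the centre of gained, lost and other regions. Density within 100 bp of the centre is 0.580 in gained, 0.448 in lost and 0.528 in other regions.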

Values the study reported

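For the distribution of differentially acetylated regions over genomic locations in AP-1 depleted HUtSMCs, the study gave χ2(4) = 346.7, with an excess of intergenic regions. It also reported altered expression of 1894 genes in the depleted cells.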

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

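The random sequence background, the ranking of 7-mers in at least 5% of regions and the Mantel-Haenszel estimate were tests chosen only after the results were seen, and the other alternatives were planned. Of the alternative values, 54 kept their direction and their side of the threshold or stayed within the spread set for them, 19 moved beyond it, 6 reversed, 3 were weaker and 1 was stronger. The spread differed between results, so these labels do not compare sizes of change. A count of 5296 called regions, compared with 3727, was within it. A peak list support of 73.1%, compared with 71.6%, was beyond it.

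The count of differential regions in the authors' deposited table was 2113 at an FDR below 0.01, 1408 at an absolute log2 fold change over 2 and 1132 in regions with a mean signal above the median. In the authors' deposited table it was 5296 with no fold threshold and 3643 on autosomes only. Stricter thresholds and fewer regions lower such a count by construction, and a looser threshold raises it. In the authors' deposited table, gained regions were 52.6%, 55.5%, 45.2%, 47.9% and 48.8% of the calls under these settings, in the order given. Leaving out replicates, a replicate block and other scalings of the calls were not run, because the table has no values per sample, so the dependence of the calls on single libraries could not be measured.

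The odds ratio of an intergenic location stayed above 1 under all 5 alternatives tried, from 1.47 with no fold threshold to 1.71 with protein-coding genes only. None of these alternatives matched regions on signal. Median log2 signal was 6.03 in gained, 6.23 in lost and 6.96 in other regions of the authors' deposited table. A contribution of lower signal to the intergenic excess was therefore not excluded. The AP-1 site odds ratio of lost regions stayed below 1 in the 6 alternatives that used other H3K27Ac regions as background, from 0.734 to 0.898, and reversed to 2.20 against random sequence outside peaks. For gained regions it stayed past the threshold with TGANTCA (1.15), without matching (1.11), by Mantel-Haenszel (1.15, 95% interval 1.04 to 1.27) and against random sequence (2.96), and it was no longer past the threshold in the central 500 bp (1.08), at an FDR below 0.01 (1.14) and outside promoters (1.08). For both directions together it was 1.02 with TGANTCA, past the threshold at 0.897 outside promoters, and 2.45 against random sequence. The reversals against random sequence follow from the background, in which 27.1% of the windows drawn for lost regions held a site, compared with 50.5% of matched H3K27Ac regions. For the other changes the cause was not tested.

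The rank of TGACTCA in lost regions was 5165 without matching, 7715 outside promoters and 6212 of 6753 among 7-mers present in at least 5% of regions, where fewer 7-mers were ranked. In gained regions it was 2108 in the central 500 bp. The cause was not tested for the others.

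Support of the called regions by peak lists was 92.6% when a peak had to cover at least 50% of the region and 69.4% at an FDR below 0.01, and from 67.6% to 73.1% across the 6 values that each left out one replicate, lowest without negative control replicate 1. Without that replicate, support fell from 77.0% to 67.7% for gained regions. For lost regions it went from 66.4% to 67.6%. The cause was not tested.

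The difference in peak number ranged from -1437 to 680.5 when each replicate was left out, with the reversal to 680.5 without negative control replicate 2. The difference in covered length ranged from -2.67 to 4.45 Mb, and it reversed to -0.647 Mb without AP-1 depleted replicate 2 and to -2.67 Mb without negative control replicate 1. Both differences lay within the spread between replicates. The number of group-consistent regions was 765 among peaks wider than the median of each list and from 2167 to 2691 when each replicate was left out, since fewer lists then have to meet the condition. The within-group excess in Jaccard index stayed above 0 in all 9 alternatives, but without AP-1 depleted replicate 2 it was 0.00303. The planned overlap rule for group-consistent regions had a second clause that every peak meets by construction, so its first clause alone was applied.

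With replicate number as a block, the difference stayed -338 peaks and 1.01 Mb, with paired sign-flip exact permutation p-values of 1, where 3 pairs cannot give less than 0.25. The correlations of deviations between lists of the same number were -0.00776, 0.0103 and 0.00544. Between lists of different numbers they lay between -0.0221 and 0.0170, so that no pairing by number was seen in the peak calls. The deviations were taken from the mean of 3 lists per group, which constrains these correlations, so pairing of the samples was not excluded.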

Other observations

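The tests of the divergent negative control list, of width and GC content, of the C/EBP-like and NFI-like sites, of the splits of the lists and of the EIF4A1 region were chosen only after the results were seen, and the tests on sequence were run again with Mantel-Haenszel odds ratios after their values against matched regions had been seen. That change was made because the sets defined by peak lists ran short of matched regions (2.08 per region in the smallest case, of 5 sought), but it was also applied to tests without such a shortage. The criteria for copy number and for acetylation at AP-1 sites in the divergent culture were made stricter after their values had been seen, and both values met the criterion first set.

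The real grouping gave the most group-consistent regions, and 1 of the 10 splits of the 6 lists gave as many as 1275, while the other 9 splits gave 505 to 697. The real count thus lay well above the spread of the others, but with 3 lists per group the share of splits cannot fall below 0.1, which keeps a grouping by chance from being excluded by this test.

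Negative control replicate 1 had a mean Jaccard index of 0.618 with the other 5 lists, while those 5 had a mean of 0.701 among themselves. It had 4657 regions found in no other list, compared with 2146 to 3267 for the others, and 61 of these were over 2 kb, compared with 1 to 6. It also lacked 3193 regions found in all 5 others, compared with 685 to 1084. Low depth was argued against by its 32.6 M tags, when the lowest library had 29.3 M tags. Weaker enrichment goes with its share of tags in peaks (58.2%, compared with 59.8 to 65.4%), its 53238 peaks and its covered length of 111 Mb, each the lowest of the 6 lists. As the whole cause it was argued against by the 4657 regions of its own. An exchange of labels with an AP-1 depleted library was argued against by its mean index of 0.610 with AP-1 depleted lists, compared with 0.630 with the other negative control lists. A different culture or batch cannot be told apart from ordinary variation between replicates with the index of 0.618, because no label gives a batch.

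A biological candidate explanation is that this culture had less acetylation at AP-1 sites. TGACTCA ranked 1 of 8192 7-mers in the regions missing from this list alone (odds ratio 1.32, 95% interval 1.22 to 1.44), compared with ranks of 288 to 4525 for the other lists. The odds ratio was 1.21 (95% interval 1.05 to 1.38) for AP-1 depleted replicate 2 and 1.16 (95% interval 1.01 to 1.33) for replicate 3. Both intervals overlap that of the divergent list, so the excess was not confined to it. The remaining lists had odds ratios of 0.958 to 1.11, with intervals that included 1. For the divergent list, the odds ratio in the central 500 bp was 1.14 (95% interval 1.05 to 1.25) and the rank 753. Against matched regions the odds ratio was 1.17 (95% interval 1.08 to 1.27; rank 1) in the whole region and 1.21 (95% interval 1.11 to 1.32; rank 326) in the central 500 bp, so that the methods differ on where the excess is larger. The rank of 1 in the whole region met the criterion first set, and the site did not lead the 7-mers of the centre by either method, which was asked only afterwards. With a single divergent library, this explanation cannot be told apart from other differences of that culture. Of the regions missing from this list alone 183 (5.73%) were gained, compared with 30 (4.38%) and 84 (8.18%) of those missing from negative control replicates 2 and 3 alone, so that as a share they did not stand apart. In the authors' deposited table, 185 of the 1696 uncalled regions with a log2 fold change over 1 lacked a peak in this list alone, which is 5.80% of the regions missing from it alone, compared with 8 (1.17%) and 17 (1.66%) for the other negative control lists.

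The AP-1 site was less frequent in lost than in other H3K27Ac regions. With Mantel-Haenszel odds ratios, width and GC content did not account for this (0.791, 95% interval 0.718 to 0.872), nor did lower signal when mean signal was added (0.760, 95% interval 0.688 to 0.839), nor promoters when these were left out (0.730, 95% interval 0.659 to 0.808). The divergent library did not account for all of it either. That test took regions with a peak in negative control lists 2 and 3 and in no AP-1 depleted list, not the called lost regions. Their odds ratio was 0.826 (95% interval 0.713 to 0.956). The like odds ratio was 0.687 without negative control replicate 2 and 0.764 without replicate 3. A partial role of the divergent library was therefore not excluded. Against matched regions the value of 0.826 became 0.696, but only 2.08 were found per region, with a mean width of 1566 bp compared with 1146 bp. The matched value therefore also carries a difference in width. The excess in gained regions was 1.15 (95% interval 1.04 to 1.28) when width, GC content and mean signal were matched. For this excess the divergent library could not be excluded. Without it the odds ratio was 1.12 (95% interval 0.974 to 1.30). Against matched regions, again wider with a mean of 1748 bp compared with 1542 bp, it was 1.08. The role of this library cannot be told apart from that of AP-1 depletion. Without negative control replicates 2 or 3 the same odds ratio was 1.23 and 1.38. If loss of AP-1 from its sites had been the main source of lost acetylation, more sites in lost regions might be expected. That expectation assumes effective depletion, and the paper describes the depletion of JUN family genes as incomplete. For leiomyoma tissue, the paper reported that acetylation changes correlated positively with changes in JUN and FOS binding. The lower frequency may instead reflect indirect changes, a possibility not tested here, since AP-1 binding was not analysed here. Against random sequence outside peaks, gained and lost regions alike were rich in the site, which 49.3% of the other regions also held, so that an enrichment measured against genomic background cannot by itself separate changed from unchanged regions.

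Neighbouring called regions changed together. Of 1247 consecutive pairs up to 100 kb apart, 91.2% had the same direction, compared with 47.0 to 52.8% (95% range) over 1000 permutations of the directions, which argues against directions independent of position. Of consecutive pairs 10 to 100 kb apart, 87.2% had the same direction. Splitting of one acetylated domain into several regions cannot be excluded there, since single peaks were up to 90961 bp wide. At 100 to 500 kb, beyond the widest single peak, the share was 72.8%, above the permuted range of 48.4 to 51.7%. This argues against such splitting as the whole cause. The share was 57.6% at 0.5 to 1 Mb and 49.2% at 1 to 2 Mb, the last within its permuted range of 48.7 to 51.4%. At 2 to 5 Mb it was 52.1%, above the permuted range of 49.3 to 50.8%, which is the excess that blocks of different copy number had been predicted to give. It was small, was absent at 1 to 2 Mb, and the permutations ignore the grouping of regions into clusters, so copy number cannot be told apart from chance with this value, a reading reached after the value had met the criterion first set. Median log2 fold changes per chromosome lay between -0.09 and -0.02 in the authors' deposited table. Changes that extend over 100 to 500 kb may reflect shared regulation within chromatin domains, which was not tested.

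Other 7-mers led the called regions, and those of the odd-numbered chromosomes and X were tested on the even-numbered chromosomes. For gained regions the 10 leading 7-mers had a median odds ratio of 1.13 on the even chromosomes, above the range of 0.890 to 1.08 for random sets of 7-mers, and against matched regions it was 1.12 with a range of 0.909 to 1.07. For lost regions the result depended on the method: the median was 1.07 with a range of 0.889 to 1.08 by Mantel-Haenszel, and 1.15 with a range of 0.895 to 1.06 against matched regions. Selection by chance therefore cannot be told apart from a real preference in lost regions. A C/EBP-like site of 8 bases was present in 15.0% of lost and 8.72% of comparable other regions on the even chromosomes, with an odds ratio of 1.90 (95% interval 1.56 to 2.32, and 2.05 against matched regions), which may point to C/EBP factors at lost regions. The idea came from ranks over all chromosomes, so the even chromosomes were not independent of it. Paired NFI-like half-sites in gained regions had an odds ratio of 1.30 (95% interval 0.954 to 1.76, and 1.20 against matched regions), which leaves NFI undecided, since the interval includes 1.

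The EIF4A1 region with the largest gain had a peak in all 3 negative control lists, covering 76.7, 96.7 and 71.3% of it, which argues against absent acetylation in negative control cells. In the authors' deposited table, 58 regions had the lowest negative control value of -0.09, and the other 57 had no negative control peak. Among the 36794 regions with a peak in every negative control list, the next lowest negative control value in the authors' deposited table was 4.00 on the log2 scale. A candidate explanation is reads lost or subtracted at that region when the authors' means were made. A high input would go against the 3 negative control peaks, since each peak call required a 4-fold excess over the input. A loss of reads cannot be told apart from other errors by the next lowest value of 4, because counts per sample were not among the files. No other biological explanation was tested.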
